A study of Mus musculus with 18 samples. Its data were reported in "Cross-species identification of genomic drivers of squamous cell carcinoma development across preneoplastic intermediates" (2016).

How the data were processed

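Gene expression was measured by mRNA sequencing in skin of 6 SKH-1E mice, an outbred hairless strain that develops skin tumours under ultraviolet light. Each mouse gave 3 samples, namely non-lesional chronically irradiated skin (CHR), a papilloma (PAP), which is a benign outgrowth of the epidermis, and a cutaneous squamous cell carcinoma (SCC). Groups and mouse numbers (2, 3, 7, 8, 9 and 10) were taken from the sample titles, which gave 18 libraries with n = 6 in each group. All 18 columns of the deposited table were used, and 0 columns were left unmapped.

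The authors aligned the reads to the mouse genome build mm10 (GRCm38) with MOSAIK, counted reads per gene with HTSeq, divided the counts by scaling factors and applied the variance-stabilizing transformation of DESeq2. The deposited values are whole numbers on the linear scale of that transformation, that is, a score for expression in which 0 reads appear as 39 in all 18 libraries. They are therefore neither raw counts nor plain normalised counts. The scale compresses low expression, so that a change in a weakly expressed gene appears smaller than it was. The authors' methods also mention a scaling of batch medians, but the steps between low values in every library were those of whole reads, which leaves no trace of a gene-wise batch scaling in this table. Low genes had been removed before deposition by an unstated rule, and the smallest row maximum was 57. The annotation release, the versions of the alignment and counting software and the strandedness of the counting were not stated.

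Of 14542 entries, 21 carried a number in place of a gene symbol. They held at most 0.241% of the deposited total in any library and were left out of the tests, which ran on 14521 named genes. Symbols were matched to GENCODE M21 for GRCm38, and 14438 of 14521 (99.4%) had a match, 587 of them through an older symbol. Coordinates are those of this annotation.

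The transformation was inverted to recover reads. A zero level of 39.13 was fitted to the steps between low values, the normalised count was computed from each value, and the size factor of each library (0.835 to 1.18) was found from the spacing of whole reads. Of all values, 99.2% came out as whole reads exactly, as did 100% of values under 100. Recovered depth was 15.4 to 21.0 M reads per library (median 18.9 M). In the text, normalised read counts are these recovered counts divided by the size factor. In a table simulated with known reads, the size factors were recovered with an error of at most 0.14%.

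A model for raw counts (a quasi-likelihood test, with DESeq2, the tool of the authors, as an alternative) had been chosen first, for the case of deposited counts. Because the values are transformed, the fallback written for that case was used. This was limma (version 3.58.1, R 4.3.3) on log2(value + 1), with 1 coefficient per group, all 18 libraries in the same fit, no covariate, and Benjamini-Hochberg adjustment over 14521 genes with a threshold of 0.05. Fold changes are on the log2(value + 1) scale and understate the change of low genes. The moderated test of limma is two-sided. Tested on simulated data with 200 changed genes among 14521, this fit recovered 90% of the changed genes with 5.26% false calls and made 0 calls in an unchanged comparison. limma-voom on recovered reads recovered 94.5% with 5.97% false calls. In these simulated data all groups had the same dispersion, genes were independent and there was no mouse effect. They therefore cannot show how the fit behaves when groups differ in spread, as the real groups do.

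Early, late and stepwise genes were assigned as in the study's progression model. Each gene was fitted on log2(value) with a mixed model, with the group as fixed effect and the mouse as random effect. A gene needed an unadjusted p under 0.05 in SCC vs CHR, and was early when PAP vs CHR, late when SCC vs PAP, and stepwise when both, also had a p under 0.05 with the same sign. The closed form used was checked against nlme (version 3.1.168) on 200 genes drawn at random from the table, and 100% of the calls were the same. Correlations between libraries were Pearson coefficients on log2(value) over 14521 genes. Hierarchical clustering used 1 minus this correlation with complete linkage. The CIN70 score, a sum over 70 genes linked to chromosomal instability, was the log2 of the summed normalised counts. It was compared within mice by an exact permutation test that flips the sign of each mouse's difference. With 6 mice this two-sided test cannot give a p below 0.0312.

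Gene lists were tested with camera in limma with a preset correlation between genes of 0.01, with 13 lists in 3 comparisons and Benjamini-Hochberg adjustment over 39 tests. The 13 lists were CIN70, E2F targets, hyperproliferative keratins, matrix metalloproteinases, terminal differentiation, skeletal muscle, adipocyte, T cell, myeloid, dermal fibroblast, sebaceous gland, 5 genes the study followed as microRNA targets and 14 genes encoding transcription factors the study named. A hypoxia list of 28 genes and a general keratinocyte list of 20 genes were added after the results had been seen. The only gene on more than 1 list was E2f1.

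The rule for named genes took, for each comparison, the 5 largest increases and the 5 largest decreases among genes with an adjusted p under 0.05, a mean log2 CPM of at least 2 in recovered reads, and the same direction in all 6 mice. It also took every gene of the keratin, metalloproteinase, microRNA target and transcription factor lists. A gene that the rule took is not used here.

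The 3 samples of a mouse come from the same animal, so that mouse numbers pair the libraries. Deviations from the group means correlated between libraries of the same mouse at -0.24 to 0.51, with means of 0.064 (CHR with PAP), 0.067 (PAP with SCC) and 0.116 (CHR with SCC), against -0.011, -0.013 and -0.021 for libraries of other mice. The mouse was a block in an alternative fit.

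The 13 lists, the rule for named genes and the first set of alternatives were written before the data were examined. These alternatives were the mouse as block, a fit of only the 2 groups compared, at least 10 recovered reads in every library, an adjusted p under 0.25 with a fold change over 1.25, each mouse left out in turn, and for single results another scale, correlation, score or set test. Alternatives added after seeing the data were log2(value), log2(normalised count + 1), limma-voom on recovered reads with and without the block, TMM scaling of recovered reads, a separate variance for each group, the block within 2 groups, removal of each library's trend with GC content and gene length, and 2 fits without mouse 10. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.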

Results

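RNA was sequenced from chronically irradiated skin (CHR), a papilloma (PAP) and a cutaneous squamous cell carcinoma (SCC) of each of 6 hairless mice, which gave 18 libraries in 3 groups of n = 6. Recovered depth was 18.5 ± 1.78 M reads (mean ± SD, n = 6) in CHR, 18.6 ± 1.82 M reads in PAP and 18.4 ± 1.70 M reads in SCC. The shallowest library was the carcinoma of mouse 7 with 15.4 M reads, and the deepest was the papilloma of mouse 8 with 20.98 M reads. No pair of libraries was a copy, since at most 2.24% of values were equal in any of the 153 pairs. Libraries of CHR differed least from each other, with a median SD over genes of 0.17 on the log2 scale, against 0.30 in PAP and 0.31 in SCC. The mean variance in PAP and SCC was 2.75 and 3.22 times that in CHR.

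The first comparison asked which genes change when irradiated skin gives rise to a papilloma. In PAP vs CHR, 7474 of 14521 genes (51.5%) had an adjusted p under 0.05 in limma, 3312 of them higher and 4162 lower in PAP. Of these, 6367 (85.2%) changed in the same direction in all 6 mice, and 2814 changed more than 2-fold. A gene without change does so by chance in 3.13% of cases when all 6 directions are compared. The test that selected the calls favours a common direction, so this 3.13% is no reference for them. The alternative that moved the count most was a minimum of 10 reads in every library, with 5818 calls, of which 54.6% were higher in PAP compared with 44.3% of the reported calls. Such a filter removes genes that fell to near 0 reads in PAP.

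On the log2(value + 1) scale the largest increase in PAP among named genes was that of Mmp13 (ENSMUSG00000050578.10, GRCm38 chromosome 9, 7272514 to 7283331), which encodes a collagen-degrading protease. Its normalised read count rose from 1024 ± 961 in CHR to 11210 ± 2795 in PAP (mean ± SD, n = 6), a log2 fold change of 3.74 ± 0.58 (SE) with a limma adjusted p of 4.05e-05, higher in 6 of 6 mice. Sh2d5 (ENSMUSG00000045349.15, chromosome 4, 138250403 to 138261332) rose from 113.5 ± 84.2 to 1813 ± 567 normalised reads, a log2 fold change of 3.42 ± 0.30 with an adjusted p of 1.6e-07 in 6 of 6 mice. Tmprss11bnl (Tmprss11b in the annotation), Gsta4 and Mmp10 had log2 fold changes of 3.56, 3.46 and 3.35, with adjusted p of 0.000292, 0.000278 and 0.000112. The largest decrease on this scale was that of Ttn (ENSMUSG00000051747.14, chromosome 2, 76703980 to 76982547), the giant protein of striated muscle, from 329300 ± 49650 to 3792 ± 8362 normalised reads. This is a log2 fold change of -8.75 ± 1.32 with an adjusted p of 3.11e-05, lower in 6 of 6 mice. In PAP its count ranged from 72.7 to 20850, and the highest value was that of mouse 2. The next decreases, with log2 fold changes of -7.65 for Acta1, -7.59 for Car3, -7.46 for Myh4 and -7.03 for Ckm, also fell on genes of skeletal muscle, in which Car3 is abundant as well. In limma-voom, which does not compress low counts, the order differed, with -10.5 for Car3, -9.79 for Myh4, -9.62 for Ckm, -9.32 for Acta1 and -8.98 for Ttn. The increases were 4.25 for Sh2d5, 4.22 for Mmp10, 4.06 for Tmprss11bnl, 4.01 for Gsta4 and 3.98 for Mmp13. Mmp1b and Mmp1a, which had few reads in CHR, reached 5.03 and 4.91 there.

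The second comparison asked which further genes change between papilloma and carcinoma. In SCC vs PAP, 810 genes had an adjusted p under 0.05, 724 higher and 86 lower in SCC, and 605 of them (74.7%) changed in the same direction in all 6 mice. This count depended on the fit more than those of the other comparisons. It was 0 when only PAP and SCC entered the fit, with 2496 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.123, and 1430 with the mouse as block, which included 792 of the 810. A single mouse also decided it. The count was 2123 without mouse 10, which included 807 of the 810 genes. It was 0 without mouse 3, 0 without mouse 7 and 0 without mouse 8, with 2691, 2056 and 2220 genes at an unadjusted p under 0.05, and it was 279 without mouse 2 and 413 without mouse 9. At least 10 reads in every library left 82 calls among 12137 genes.

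**Figure D1:**
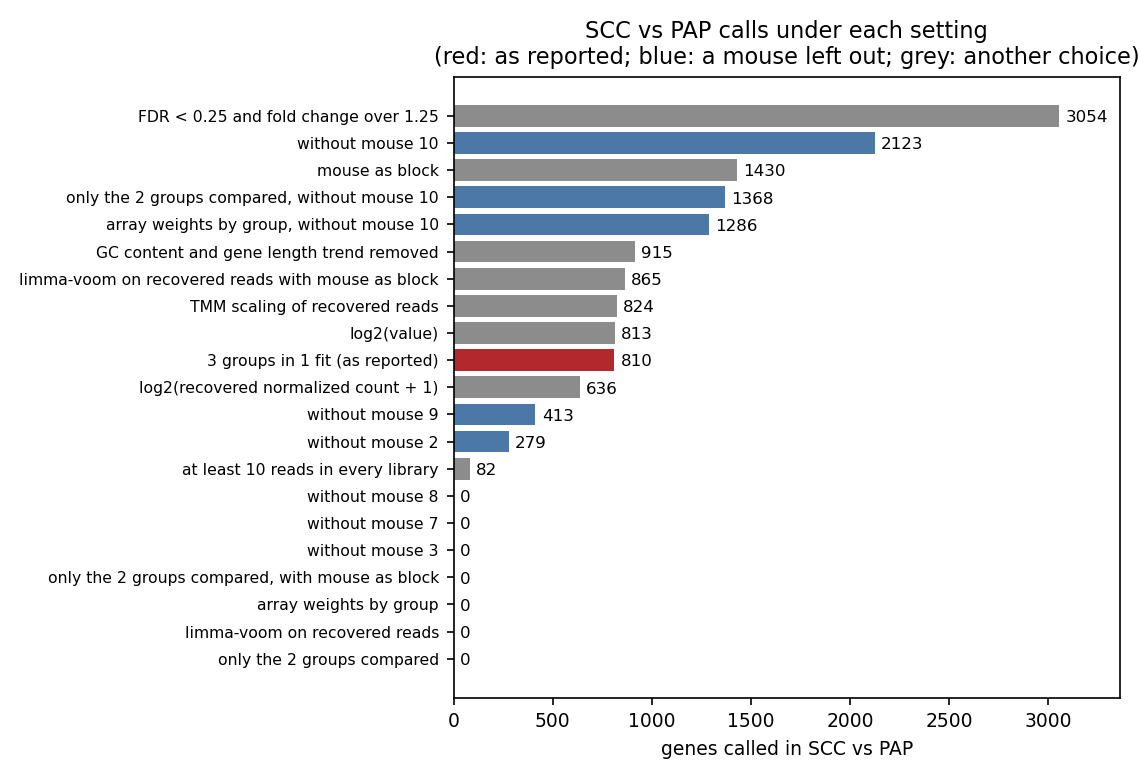
Number of genes called in SCC vs PAP (horizontal axis) under each setting of the fit (vertical axis), with the reported fit in red, fits without a mouse in blue and other choices in grey. The count ranged from 0 to 3054 around the reported 810, and 3054 is the count at the wider thresholds that the study used for integration.

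The largest increase in SCC over PAP on the same scale was again Ttn (in limma-voom it was 5.70, below 6.03 for Acta1 and 5.92 for Car3), at 80960 ± 52950 normalised reads in SCC (mean ± SD, n = 6). It had a log2 fold change of 5.48 ± 1.32 (SE) with a limma adjusted p of 0.0302, higher in 6 of 6 mice. Acta1, Neb, Car3 and Cilp had log2 fold changes of 4.61, 4.07, 3.79 and 3.48, with adjusted p of 0.0245, 0.0231, 0.0245 and 0.0231. The largest decrease was that of Pgf (ENSMUSG00000004791.7, chromosome 12, 85166635 to 85177790), which encodes placental growth factor, from 1136 ± 744 to 333.2 ± 149 normalised reads. The log2 fold change was -1.48 ± 0.31 with an adjusted p of 0.0231, lower in 6 of 6 mice. Vegfa (ENSMUSG00000023951.17, chromosome 17, 46016993 to 46032369), a gene for a growth factor of blood vessels, fell from 9641 ± 2668 to 4487 ± 1324 normalised reads. Its log2 fold change was -1.09 ± 0.22 with an adjusted p of 0.0231 in 6 of 6 mice, and its mean in CHR was 1296 ± 346. Car9 and F3 fell with log2 fold changes of -1.14 and -1.08. None of the genes named here for this comparison had an adjusted p under 0.05 in the fit of PAP and SCC alone (0.123 to 0.156) or in limma-voom (0.0994 to 0.339). None had one without mouse 3 (0.116 to 0.172), without mouse 7 (0.164 to 0.259) or without mouse 8 (0.189 to 0.206). Pgf, Vegfa, Car9, F3, Mmp2 and Mmp12 also lost their call without mouse 2 (0.052 to 0.0954). Ttn, Acta1, Car3, F3, Mmp2, Mmp12 and Ets2 lost theirs without mouse 9 (0.0505 to 0.125).

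The third comparison asked what separates carcinoma from irradiated skin, and how much of it is present in papillomas. In SCC vs CHR, 5306 genes had an adjusted p under 0.05, 2196 higher and 3110 lower in SCC, and 4531 (85.4%) of them changed in the same direction in all 6 mice. With limma-voom and the mouse as block, 52.9% of 5322 calls were higher in SCC compared with 41.4% of the reported calls. The largest increase was that of Krt13 (ENSMUSG00000044041.4, chromosome 11, 100117327 to 100121566), a keratin of internal epithelia, from 9.59 ± 9.72 in CHR to 7376 ± 14420 normalised reads in SCC (mean ± SD, n = 6). Its log2 fold change was 4.08 ± 1.12 (SE) with a limma adjusted p of 0.00856, higher in 6 of 6 mice. The carcinomas ranged from 6.14 to 36500 reads, and the adjusted p was 0.229 in limma-voom. Ptprz1 (ENSMUSG00000068748.7, chromosome 6, 22875502 to 23052916) rose from 387.1 ± 271 to 4628 ± 1932 normalised reads, with a log2 fold change of 3.44 ± 0.41 and an adjusted p of 9.85e-06 in 6 of 6 mice. Tmprss11bnl, Mcpt2 and Gsta4 had log2 fold changes of 4.07, 3.91 and 3.72, and Mcpt2 is uncertain because it belongs to a family of closely related protease genes. On the log2(value + 1) scale the largest decrease was that of Krt79 (ENSMUSG00000061397.8, chromosome 15, 101929332 to 101940324), a keratin of hair follicle and sebaceous ducts, from 38750 ± 20140 to 1689 ± 2072 normalised reads. The log2 fold change was -5.61 ± 1.08 with an adjusted p of 0.000694, lower in 6 of 6 mice. Far2, Myh4, Cfd and Flg2 followed with -4.81, -4.75, -4.71 and -4.66, while in limma-voom Cfd (-6.75) and Far2 (-6.24) fell further than Krt79 (-6.09).

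Of the 5306 genes called in SCC vs CHR, 4694 (88.5%, exact 95% confidence interval 87.6% to 89.3%) were called with the same sign in PAP vs CHR, and 2 with the opposite sign. This interval treats genes as independent, which they are not, and does not measure the spread between mice. The share ranged from 78.8% to 89.5% over the other settings. Leaving out 1 mouse gave 80.9% (mouse 10) to 90.8% (mouse 9), beyond the interval on both sides. Across genes, which are not independent replicates, the log2 fold changes of both comparisons correlated at 0.88, and 86.1% had the same sign. Both comparisons use the same CHR libraries, and in 20 simulations without any group difference the correlation averaged 0.25 (at most 0.28) and 58.6% of genes had the same sign. Those simulations gave at most 2 and 6 calls. They drew each gene independently, so their highest and lowest values are no limit for genes that vary together. Of the 724 genes higher in SCC than in PAP, 669 (92.4%) had been called lower in PAP than in CHR, and of the 86 genes lower in SCC than in PAP, 64 (74.4%) had been called higher in PAP than in CHR. Both comparisons use the PAP libraries, which alone makes opposite signs frequent. Of the 810 genes, 98.2% had opposite signs in the 2 comparisons, called or not, against 90.4% on average (at most 92.5%) among as many top genes in the simulations without any group difference. In a test added after this was seen, as many top genes were taken from SCC vs PAP in 3 mice and their PAP vs CHR sign was read in the other 3. Over the 20 choices of 3 mice, 85.2% of them on average (73.8% to 96.5%) had the opposite sign, against 66.2% of all genes. The log2 fold changes of PAP vs CHR and SCC vs PAP correlated at -0.71 across genes, where the shared PAP libraries alone gave -0.58 on average and -0.60 at the lowest.

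The progression model asked whether genes that differ between carcinoma and irradiated skin change at the early or the late step. It found 7026 genes with an unadjusted p under 0.05 in SCC vs CHR, where 726 were due by chance. Of these 5966 (84.9%) were early, 319 (4.54%) late, 76 (1.08%) stepwise and 665 without a class, which is 18.7 early genes for each late one. Among early genes 2678 were higher and 3288 lower in SCC than in CHR. Among late genes 148 were higher and 171 lower. These classes do not part a change within cells from a change in the tissues sampled. Compared with CHR, the skeletal muscle list changed by -5.89 in PAP and -2.98 in SCC on the log2 scale. The adipocyte list changed by -3.29 and -2.60, and the sebaceous gland list by -3.02 and -2.70. The CIN70 and E2F target lists were higher in both lesions. Less of a tissue in both lesions would also give early genes, shared calls and more similar profiles. As a ratio, adjustment for multiple tests moved the late and stepwise classes most, to 44 and 5 genes. Without mouse 10 the late class held 632 genes and the stepwise class 141, while without mouse 8 they held 183 and 40 and without mouse 7 they held 209 and 40. The late class held 209 genes without mouse 3, and the stepwise class held 116 without mouse 2 and 44 without mouse 9.

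A comparison of whole profiles asked whether papillomas lie closer to carcinoma or to irradiated skin, with no gene selected first. Within mice, PAP correlated with SCC at 0.929 ± 0.027 (mean ± SD, n = 6) and with CHR at 0.849 ± 0.039 across genes. The difference of 0.080 ± 0.052 was above 0 in 6 of 6 mice, with a two-sided exact permutation p of 0.0312, the smallest that 6 mice can give. The correlation on the 1000 most variable genes moved it most, to a difference of 0.316. Another 2 contrasts were added after this result was seen, and over all 3 the adjusted p of the first was 0.0938. SCC correlated with CHR at 0.894 ± 0.042, which was higher than PAP with CHR by 0.045 ± 0.034 in 5 of 6 mice (exact p 0.0625, adjusted p 0.0938). PAP and SCC were not closer to each other than SCC to CHR by more than the spread, with a difference of 0.035 ± 0.061 in 4 of 6 mice (exact p 0.312, adjusted p 0.312). Taken against libraries of the other mice, this difference was 0.0355 with an exact p of 0.0312. The values of the 6 mice then share libraries and are not independent, so this p cannot be set against the paired one.

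**Figure D2:**
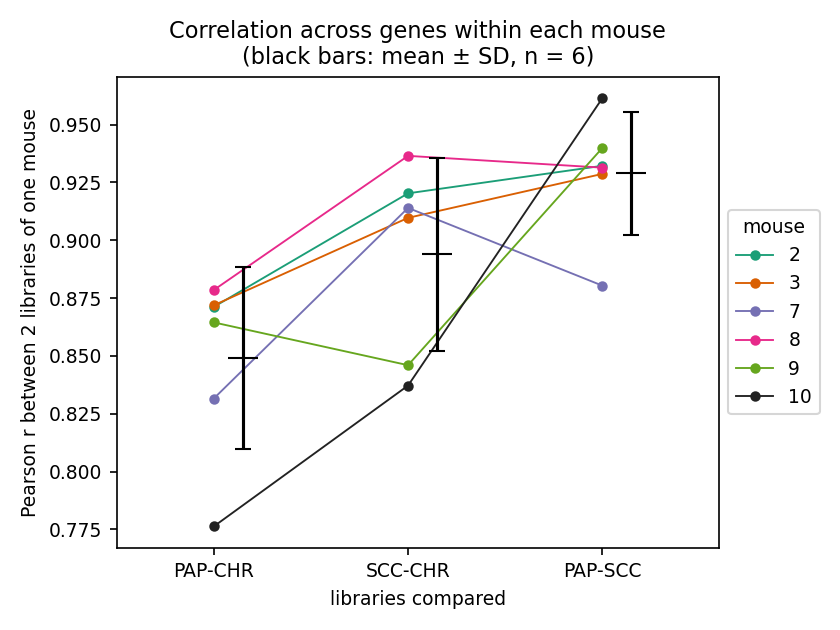
Pearson correlation across 14521 genes (vertical axis) between the libraries of 1 mouse, for PAP with CHR, SCC with CHR and PAP with SCC (horizontal axis), with a coloured line per mouse and black bars for mean ± SD (n = 6). PAP with SCC lies above PAP with CHR in all 6 mice.

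Hierarchical clustering with 2 branches put the 6 CHR libraries on 1 branch and the 12 lesions on the other. The first principal component carried 56.6% of the variance and the second 13%. On the first, CHR lay between -72.9 and -57.8 and PAP between 36.4 and 92.6. The carcinomas of 5 mice lay between these groups at -15.6 to 28.8, and the carcinoma of mouse 10 lay among the papillomas at 60.2.

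**Figure D3:**
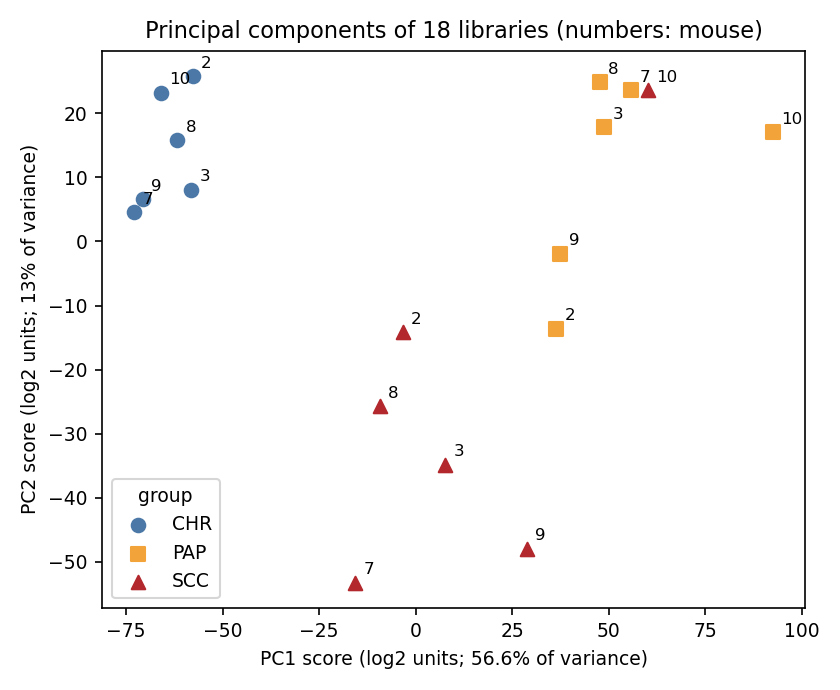
First principal component (horizontal axis, 56.6% of variance) and second (vertical axis, 13%) of log2 values in 18 libraries, in log2 units, with a symbol per group and the mouse number beside each point. CHR lies apart from all lesions, and the carcinoma of mouse 10, at 60.2 on the first component, lies with the papillomas.

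The CIN70 score asked whether genes linked to chromosomal instability, most of them genes of cell division, are raised in lesions. The log2 score was 15.66 ± 0.08 in CHR, 16.74 ± 0.22 in PAP and 16.48 ± 0.25 in SCC (mean ± SD, n = 6). It was higher in PAP than in CHR by 1.08 ± 0.20 within mice, a 2.11-fold difference seen in 6 of 6 mice, with a two-sided exact permutation p of 0.0312 and an adjusted p over 3 comparisons of 0.0469. It was higher in SCC than in CHR by 0.82 ± 0.26, or 1.76-fold, in 6 of 6 mice (exact p 0.0312, adjusted p 0.0469). The difference between SCC and PAP, -0.26 ± 0.34 with 2 of 6 mice higher, was within the spread (exact p 0.188, adjusted p 0.188). The mean of log2 CPM over genes moved the PAP vs CHR difference most, to 1.24. Of the 70 genes, 65 were called higher and 1 lower in PAP than in CHR over all genes tested, and 66 were called when adjusted over the list alone. In SCC vs CHR 57 were higher and 1 lower, with 65 called when adjusted over the list alone. In SCC vs PAP 0 were called either way, with 18 at an unadjusted p under 0.05.

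**Figure D4:**
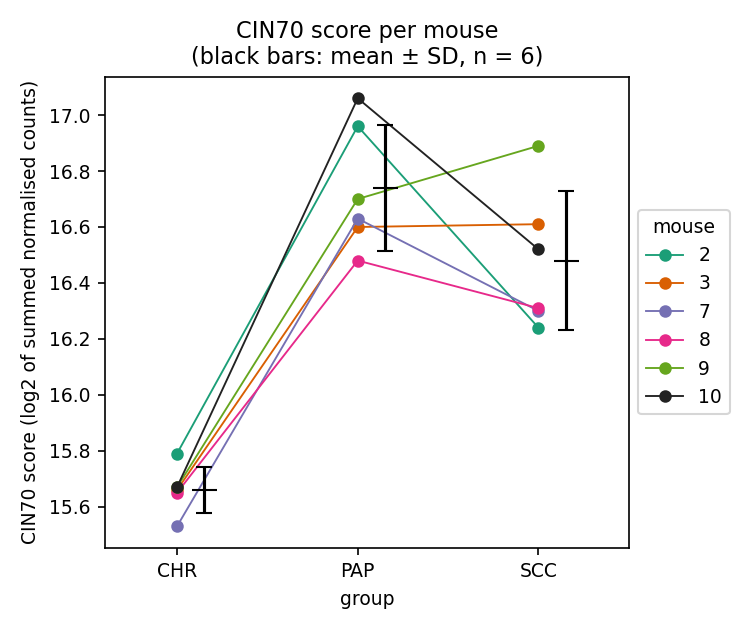
CIN70 score, as log2 of summed normalised counts of 70 genes (vertical axis), in CHR, PAP and SCC (horizontal axis), with a coloured line per mouse and black bars for mean ± SD (n = 6). The score is higher in PAP and in SCC than in CHR in 6 of 6 mice, and 2 of 6 carcinomas exceed the papilloma of the same mouse.

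Lists of genes asked which cell types and programmes differ between stages. With camera, 26 of 39 list tests had an adjusted p under 0.05. Of these, 22 also had one under fry, which rotates residuals. Camera with an estimated correlation between genes moved the count most, to 0, with a lowest adjusted p of 0.182 and 9 tests at an unadjusted p under 0.05. Over fits without 1 mouse the count was 24 to 27. The calls lost under fry were CIN70, terminal differentiation, adipocyte and T cell in SCC vs PAP, at adjusted p of 0.084, 0.279, 0.0716 and 0.146. Fry gained 3 calls, the microRNA targets in PAP vs CHR (0.000514) and in SCC vs CHR (0.00668) and the transcription factor genes in PAP vs CHR (0.000272).

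In PAP vs CHR, the skeletal muscle list (18 genes) fell by 5.89 ± 0.97 on the log2 scale (mean ± SD, n = 6), in 6 of 6 mice, with a camera adjusted p of 3.55e-11. The adipocyte list fell by 3.29 ± 0.39 (adjusted p 8.89e-09), the sebaceous gland list by 3.02 ± 0.74 (2.28e-06), the dermal fibroblast list by 2.24 ± 1.1 (0.00231), the myeloid list by 1.18 ± 0.45 (0.0353) and the T cell list by 1.1 ± 0.18 (4.15e-05), each in 6 of 6 mice. The myeloid call was lost without mouse 3 (0.0634) and without mouse 9 (0.0555). The E2F target list rose by 0.91 ± 0.23 (3.95e-11), the CIN70 list by 1.01 ± 0.19 (1.09e-23) and the hyperproliferative keratin list by 1.85 ± 0.94 (0.0145), each in 6 of 6 mice. Terminal differentiation (-0.77 ± 0.97, lower in 5 of 6 mice, adjusted p 0.237), matrix metalloproteinases (0.51 ± 0.40, higher in 5 of 6 mice, 0.259), the microRNA targets (-1.04 ± 0.63, lower in 6 of 6 mice, 0.0768) and the transcription factor genes (0.19 ± 0.09, higher in 6 of 6 mice, 0.157) did not reach the threshold.

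In SCC vs PAP, the skeletal muscle list rose by 2.91 ± 1.71 (mean ± SD, n = 6, 6 of 6 mice, camera adjusted p 3.56e-15), the dermal fibroblast list by 1.66 ± 1.0 (5 of 6 mice, 2.66e-07) and the myeloid list by 1.08 ± 0.81 (6 of 6 mice, 7.67e-06). Changes of the adipocyte list (0.69 ± 0.77, 6 of 6 mice, 0.00219) and of the T cell list (0.35 ± 0.38, 5 of 6 mice, 0.0047) were smaller. The CIN70 list changed by -0.21 ± 0.31 (higher in 2 of 6 mice, 3.13e-08), terminal differentiation by -0.45 ± 1.37 (higher in 3 of 6 mice, 0.0117) and the transcription factor genes by -0.21 ± 0.08 (higher in 0 of 6 mice, 0.018). The terminal differentiation call was lost without mouse 7 (0.234), without mouse 8 (0.138) and without mouse 9 (0.21), and that of the transcription factor genes without mouse 2 (0.0565). E2F targets (-0.09 ± 0.46, higher in 2 of 6 mice, 0.0584), hyperproliferative keratins (-0.54 ± 1.05, higher in 2 of 6 mice, 0.0829), metalloproteinases (0.32 ± 0.70, higher in 4 of 6 mice, 0.415), the sebaceous list (0.33 ± 0.52, higher in 5 of 6 mice, 0.295) and the microRNA targets (0.44 ± 0.37, higher in 5 of 6 mice, 0.237) did not reach the threshold.

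In SCC vs CHR, the skeletal muscle list remained lower by -2.98 ± 1.72 (mean ± SD, n = 6, camera adjusted p 1.34e-07), the sebaceous list by -2.70 ± 0.88 (3.13e-08), the adipocyte list by -2.60 ± 0.59 (4.4e-10), terminal differentiation by -1.23 ± 0.54 (0.0117) and the T cell list by -0.74 ± 0.40 (0.000234), each in 6 of 6 mice. The CIN70 list was higher by 0.80 ± 0.25 (5.33e-25) and the E2F targets by 0.82 ± 0.35 (1.24e-13), each in 6 of 6 mice. The hyperproliferative keratins were higher by 1.32 ± 1.1 (5 of 6 mice, 0.0255) and the metalloproteinases by 0.84 ± 0.57 (6 of 6 mice, 0.0298). The keratin call was lost without mouse 2 (0.0527), and the metalloproteinase call without mouse 7 (0.0951), without mouse 8 (0.0573) and under TMM scaling (0.0504). The myeloid (-0.10 ± 0.75, higher in 3 of 6 mice, 0.596) and dermal fibroblast lists (-0.58 ± 1.40, higher in 3 of 6 mice, 0.464), the microRNA targets (-0.60 ± 0.48, higher in 0 of 6 mice, 0.128) and the transcription factor genes (-0.02 ± 0.04, higher in 3 of 6 mice, 0.666) did not reach the threshold.

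**Figure D5:**
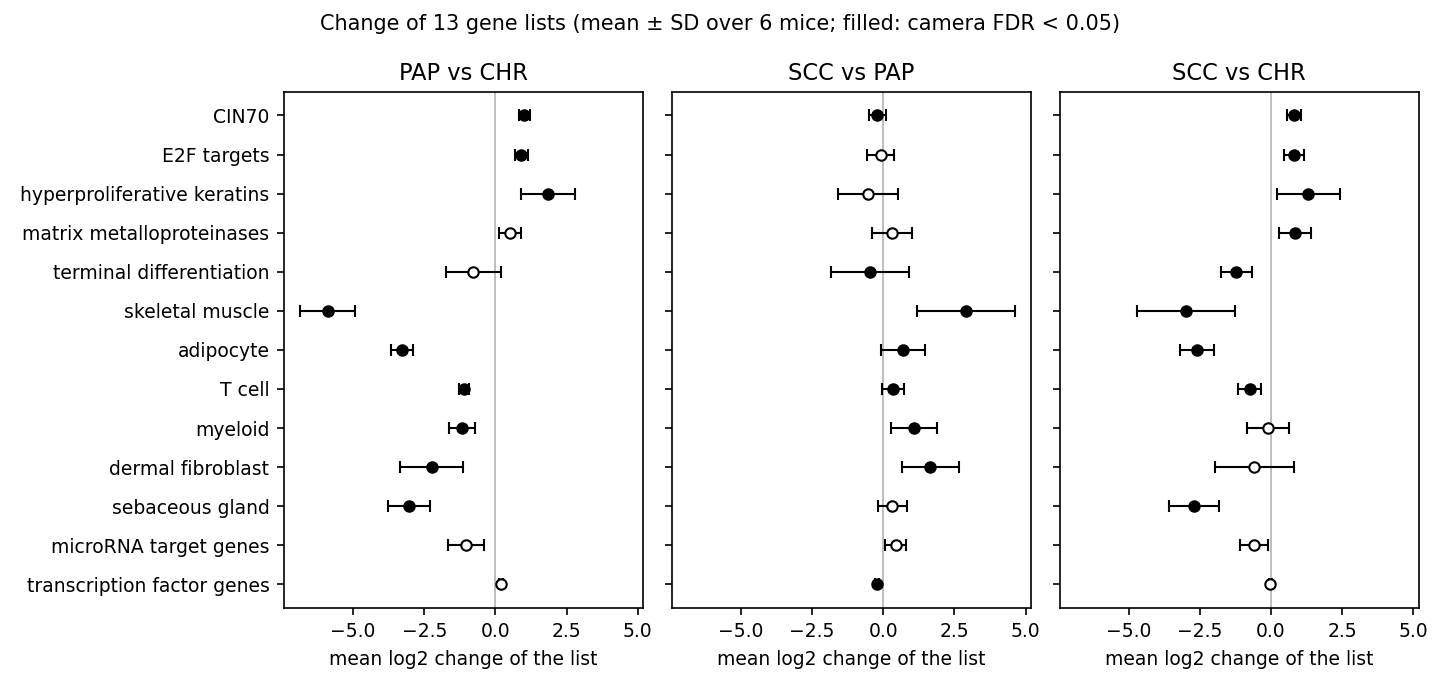
Mean log2 change (horizontal axis) of 13 gene lists (vertical axis) in PAP vs CHR, SCC vs PAP and SCC vs CHR, with bars for ± SD over 6 mice and filled points for an adjusted p under 0.05 in camera. The skeletal muscle list fell by 5.89 in PAP vs CHR and rose by 2.91 in SCC vs PAP.

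Keratins 6A, 6B, 16 and 17 mark hyperproliferating epidermis. In PAP vs CHR 4 of 4 genes were called over all genes and 4 when adjusted over the list alone, in SCC vs PAP 0 and 0 (with 0 at an unadjusted p under 0.05), and in SCC vs CHR 3 and 3. Krt6a (ENSMUSG00000058354.7, chromosome 15, 101689910 to 101694307) rose from 39670 ± 11360 in CHR to 176800 ± 56810 in PAP (mean ± SD, n = 6) and was 120400 ± 42330 normalised reads in SCC. Its log2 fold change in PAP vs CHR was 2.15 ± 0.29 (SE, limma adjusted p 1.02e-05, 6 of 6 mice). Krt6b, Krt16 and Krt17 had log2 fold changes of 2.66, 1.79 and 0.82 in PAP vs CHR, with adjusted p of 0.00137, 0.00435 and 0.0238 in 6, 6 and 5 of 6 mice. Krt6a and Krt6b are near copies whose reads the counting may have split, so the share of each is uncertain. The Krt17 call was lost without mouse 2 (0.1), without mouse 7 (0.05) and without mouse 8 (0.0838). In SCC vs CHR, Krt16 had an adjusted p of 0.0321 with a log2 fold change of 1.35 in 5 of 6 mice, and 0.053 with the mouse as block. The Krt16 call was also lost without mouse 2 (0.052), without mouse 8 (0.0505), without mouse 9 (0.152) and without mouse 10 (0.144). Krt6b lost its call without mouse 9 (0.0734).

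Of the matrix metalloproteinases, 11 of 12 listed genes were in the table. In PAP vs CHR 5 were higher and 2 lower, with 7 called when adjusted over the list alone. In SCC vs PAP 2 were higher, with 5 called when adjusted over the list alone, and in SCC vs CHR 5 were higher and 1 lower, with 6 called when adjusted over the list alone. Mmp9 (ENSMUSG00000017737.2, chromosome 2, 164940780 to 164955850) rose from 1001 ± 936 in CHR to 6428 ± 3117 in PAP (mean ± SD, n = 6) and was 5657 ± 2166 normalised reads in SCC, with a log2 fold change in PAP vs CHR of 2.72 ± 0.47 (SE, limma adjusted p 0.000112, 6 of 6 mice). Mmp1b, Mmp1a, Mmp10 and Mmp13 were also higher in PAP than in CHR, but Mmp1a and Mmp1b are near copies, and Mmp1a had only 1.64 ± 2.30 normalised reads in CHR. In SCC vs CHR Mmp1a lost its call without mouse 3, 8, 9 or 10 (0.0516 to 0.0866). Mmp12 (ENSMUSG00000049723.14, chromosome 9, 7344381 to 7369499), a protease of macrophages, fell from 17570 ± 8028 in CHR to 1296 ± 613 in PAP and was 5592 ± 6104 normalised reads in SCC. Its log2 fold change was -3.66 ± 0.46 in PAP vs CHR (adjusted p 4.86e-06, lower in 6 of 6 mice) and 1.70 ± 0.46 in SCC vs PAP (0.042, higher in 6 of 6 mice). Mmp2 changed by -2.61 in PAP vs CHR (0.00118, lower in 6 of 6 mice) and 2.01 in SCC vs PAP (0.0498, higher in 6 of 6 mice).

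Of the 5 genes followed by the study as microRNA targets in patients, 4 were lower in PAP than in CHR and 4 when adjusted over the list alone, with log2 fold changes of -1.97 for Timp3, -1.45 for Fam134b (Retreg1 in the annotation), -1.16 for Arhgap24 and -1.04 for Ptpn14. Their limma adjusted p were 0.000188, 0.00119, 0.000277 and 0.00816, each lower in 6 of 6 mice. Timp3 (ENSMUSG00000020044.13, chromosome 10, 86300372 to 86349506) fell from 4525 ± 904 in CHR to 1227 ± 566 in PAP (mean ± SD, n = 6). Compared with CHR, 4 were lower and Hmga2 was higher in SCC, with 5 called when adjusted over the list alone. Hmga2 had 30.4 ± 56.2 normalised reads in CHR and 181.3 ± 145 in SCC, with a log2 fold change of 1.46 ± 0.49 (SE, adjusted p 0.0257, 6 of 6 mice). It lost its call without mouse 3 (0.0923), without mouse 7 (0.12), without mouse 8 (0.0909) and in limma-voom (0.0529). In the same comparison, Timp3 lost its call without mouse 7 (0.0532) and without mouse 9 (0.104), and Ptpn14 without mouse 9 (0.061). Between PAP and SCC, 0 of the 5 were called, either over all genes or when adjusted over the list alone, and 1 of them (Timp3, log2 fold change 0.90, higher in 6 of 6 mice) had an unadjusted p under 0.05.

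Of 14 genes encoding transcription factors that the study named from motifs, 8 were called in PAP vs CHR, 5 higher and 3 lower, and 8 when adjusted over the list alone. Myc (ENSMUSG00000022346.15, chromosome 15, 61985391 to 61990374) rose from 682.6 ± 73.3 in CHR to 1608 ± 202 in PAP (mean ± SD, n = 6) and was 1335 ± 409 normalised reads in SCC, with a log2 fold change in PAP vs CHR of 1.15 ± 0.15 (SE, limma adjusted p 8.38e-06, 6 of 6 mice) and of -0.29 ± 0.15 in SCC vs PAP (0.264, higher in 1 of 6 mice). Ets2 (ENSMUSG00000022895.16, chromosome 16, 95702075 to 95721051) rose by 0.71 ± 0.15 in PAP vs CHR (0.000788, 6 of 6 mice) and changed by -0.68 ± 0.15 in SCC vs PAP (0.0245, lower in 6 of 6 mice), from 5809 ± 1173 to 3591 ± 713 normalised reads, close to 3473 ± 467 in CHR. Foxf2, Nfyb and Jun were higher in PAP than in CHR (0.83, 0.53 and 0.47), and Nfatc1, Tcf7l1 and Elk1 were lower (-0.81, -0.80 and -0.30). Foxf2 and Tcf7l1 had few reads, so these values understate their change and cannot be ranked against the other genes. Mean normalised reads in CHR and PAP were 9.42 and 54.05 for Foxf2, and 49.65 and 11.88 for Tcf7l1. The Jun call was lost without mouse 7, 9 or 10 (0.0645 to 0.11), and the Elk1 call without mouse 3, 7, 8 or 10 (0.0518 to 0.125), in limma-voom (0.0836) and under TMM scaling (0.0743). Between PAP and SCC, 1 gene (Ets2) was called, and 2 when adjusted over the list alone. Compared with CHR, Myc and Nfyb were higher and Nfatc1 lower in SCC, with 3 called when adjusted over the list alone, and Nfyb lost its call without mouse 3, 7 or 9 (0.0555 to 0.102).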

Values the study reported

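The study reported 30–40 M read pairs per sample. It gave an estimated tumour cellularity of 80% for the premalignant lesions and carcinomas. For its integration with microRNA data, genes were taken at a Q-value under 0.25 with a fold change over 1.25. Motif analysis of genes that changed alike in patients and mice led it to 17 transcription factors, 11 assigned to the early step and 6 to the late step.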

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

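Of the tests in this part, the exchange of labels in mouse 10 and the test of the day numbers were chosen after the result was seen. Among 216 groups of 6 libraries, 34 held a library whose gap to its nearest neighbour exceeded 0.625 of the range of the group, where chance gives 10.8. The groups share genes and lists, so these 34 are not independent. Of muscle and fat genes, the papilloma of mouse 2 lay high for the skeletal muscle list (gap 0.832 of the range), Ttn (0.642), Acta1 (0.828), Car3 (0.887), Myh4 (0.741), Ckm (0.898), the adipocyte list (0.641) and Cfd (0.807). The irradiated skin of mouse 2 also lay high for the muscle list (0.71). The carcinoma of mouse 10 lay low for the muscle list (0.777), Ttn (0.834), Acta1 (0.796), Car3 (0.761), Ckm (0.685), Neb (0.808) and Mmp2 (0.643). The irradiated skin of mouse 10 lay low for the adipocyte list (0.752), Car3 (0.721) and Cfd (0.794).

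A technical explanation is that varying amounts of muscle and deep skin were taken with each lesion. If carcinomas were papilloma tissue mixed with whole skin in the share that the muscle genes give (median 22.8%, from 0.0182% in mouse 10 to 32.3% in mouse 8), the dermal fibroblast list would follow. It lay above that prediction by 1.17 ± 1.09 on the log2 scale (mean ± SD, n = 6), in 5 of 6 mice, with a two-sided exact permutation p of 0.0938. Carried-along skin and a change in the lesion itself cannot be told apart for these genes, since the mice differ widely and mouse 9 lay below the prediction. All 18 genes of the muscle list and all 16 of the fibroblast list are expressed in irradiated skin. Which tissue layers were sampled is not known here, and a difference between the lesions themselves stays open as untested.

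The carcinoma of mouse 10 lay with the papillomas, with a mean correlation of 0.969 with papillomas of other mice and 0.912 with their carcinomas. An exchange of its labels with the papilloma of mouse 10 cannot be told apart from correct labels. The library named papilloma correlated less with other carcinomas (0.878), a difference of -0.0341, but it also correlated less with the papillomas (0.937) and the irradiated skin (0.779, against 0.848) of other mice. A lower amount of skin-like tissue is also open. On genes that do not differ between PAP and CHR, chosen without mouse 10, its carcinoma score was -0.249, where papillomas average 0 and carcinomas 1. The other carcinomas scored 0.495 to 1.43. Each mouse was scored on its own set of genes, 124 for mouse 10 and 23 to 56 for the others. The scores of different mice therefore do not rest on the same genes. The papilloma of mouse 10 scored -0.0376, higher than its carcinoma and within the range of the other papillomas. This score did not part the stages in every mouse, since in mouse 2 the papilloma (0.552) lay above the carcinoma (0.495), and the papilloma of mouse 9 reached 0.819. Whether the library holds less skin-like tissue or the lesion is a papilloma by expression cannot be told apart, since -0.249 also lies below the papillomas (-0.0919 to 0.819) and only 1 library is concerned. A carcinoma of a different kind may also give such a score, and this was not tested.

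The other gaps in lesions were low, except for Mmp12 in the carcinoma of mouse 7, and those in irradiated skin were high. In the papilloma of mouse 10 the microRNA target list (0.819), Mmp2 (0.637), Timp3 (0.637) and Fam134b (0.757) were low. In the papilloma of mouse 9 the transcription factor list (0.731) and Nfya (0.662) were low. In the carcinoma of mouse 7 the hyperproliferative keratin list (0.632) and Krt6a (0.645) were low and Mmp12 (0.665) was high. In the carcinoma of mouse 2 Mmp1b (0.762) and Mmp9 (0.647) were low, and in the carcinoma of mouse 9 Arhgap24 (0.671) was low. In irradiated skin, Hmga2 was high in mouse 9 (0.644), and Lef1 (0.641) and Myc (0.696) were high in mouse 3. No explanation, technical or biological, was tested for these, and about 10.8 gaps of this size are due by chance.

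The 21 entries that carry a number in place of a symbol were not used in the comparisons. Adjusted over these entries alone, 12 changed in PAP vs CHR, of which 1 was higher and 11 were lower in PAP. All 21 numbers are serial numbers of days in March (9) or September (12), up to days 9 and 15, and 1 number occurs more than once. This is consistent with symbols of the March and Sept gene families turned into dates by a spreadsheet, by the test of 21 of 21 numbers. Which gene each entry stands for was left unassigned, and no biological explanation of their changes was tested.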

How the results depend on the processing

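The settings named as added, and the fits without mouse 10 that combine 2 changes, were chosen after seeing the data. Calls in SCC vs PAP (810) depended on the processing more than calls in PAP vs CHR or SCC vs CHR, which stayed within 1.5 times their counts under every setting run (5818 to 8283, and 3909 to 6713). Of the settings written first, at least 10 reads in every library gave 82 calls, the thresholds of the study gave 3054, the fit of 2 groups gave 0 (2496 at an unadjusted p under 0.05) and the mouse as block gave 1430. Those wider thresholds give more by construction, and for the filter and the block the cause was not tested. Of those added, limma-voom gave 0 (3083 unadjusted), a variance per group 0 (2420 unadjusted) and the block within 2 groups 0 (2830 unadjusted), while limma-voom with the mouse as block gave 865, which included 637 of the 810, TMM scaling 824 and log2(normalised count + 1) 636. Without mouse 10, a variance per group gave 1286 and the fit of 2 groups 1368. Across the 6 fits that each left out 1 mouse, the count ran from 0 (without mouse 3, 7 or 8) to 2123 (without mouse 10).

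CHR libraries vary less than lesions and enter the shared variance, with group weights of 2.23 for CHR, 0.696 for PAP and 0.645 for SCC. With a variance per group 0 calls were left, so the smaller spread of CHR may account for the calls of the fit of 3 groups. The 1286 and 1368 calls without mouse 10 came from fits that weigh CHR separately or leave it out, so a low variance of CHR is not needed for those calls.

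The share of SCC vs CHR genes called in PAP (88.5%) was 86.55% at the wider thresholds, 85.62% in fits of 2 groups, and, among settings added, 89.46% in limma-voom, 85.19% with the block within 2 groups, and 82.17% and 78.81% without mouse 10 (variance per group, 2 groups). Leaving out each mouse gave 80.86% (mouse 10) to 90.79% (mouse 9). Adjusted p left 44 late and 5 stepwise genes, a stricter threshold by construction. Leaving out each mouse gave 183 (mouse 8) to 632 (mouse 10) late and 40 (mouse 7 or 8) to 141 (mouse 10) stepwise genes, and the cause was not tested. Early genes stayed within 1.5 times (4663 to 6177).

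The CIN70 differences and the first closeness contrast kept their direction under the settings run on all 6 mice. The closeness difference ran from 0.0764 to 0.316. Its unadjusted exact p was 0.0312 each time, the smallest that 6 mice can give, which says nothing about stability, and its adjusted p over 3 contrasts was 0.0938. The same limit holds for the paired CIN70 tests of PAP and SCC against CHR. With 5 mice an exact test cannot give a p under 0.05, and the differences kept their signs. Camera with an estimated correlation gave 0 list calls (9 unadjusted), while fry gave 25. The cause of this difference was not tested. The block changed no list call, and of the named genes only Krt16 in SCC vs CHR (0.053). In SCC vs PAP all genes named here lost their call under 2 groups and limma-voom. Leaving out a mouse cost 3 of 31 named genes their call in PAP vs CHR and 7 of 27 in SCC vs CHR. The correlation of log2 fold changes (0.88) was 0.80 without mouse 10 and 0.84 in limma-voom with the block. No call of a named gene or gene list reversed. The balance of calls against CHR did. In PAP vs CHR 44.3% of calls were higher, against 54.6% with at least 10 reads in every library and 51.2% in limma-voom with the block. In SCC vs CHR these shares were 41.4%, 50.8% and 52.9%. Under the other settings most calls against CHR stayed lower.

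The 2 count models (the tool of the authors, and its size factors in a quasi-likelihood fit) were not run, because the deposited values are not counts and the test written for that case is limma on the log scale. Recovered reads, which are a reconstruction, were used in limma-voom and TMM scaling instead. A fit without a filter was not run because the table had been filtered before deposition.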

Other observations

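Of the tests in this part, the hypoxia and keratinocyte lists, the comparison of tissue lists with each other and the exchange of PAP and SCC with CHR kept were chosen after the result was seen. Swapping the 2 stages within mice gives 32 splits, and only 1 of 32, the real one, gave as many calls in PAP vs CHR (7474, next highest 2954), 1 of 32 in SCC vs PAP (810, next highest 524) and 1 of 32 in SCC vs CHR (5306, next highest 345). The split with 524 calls swapped mice 3, 7, 8 and 9. Of 100 relabellings of the 3 stages within mice, the real one included, 1 gave as many early genes, 15 as many late genes, 4 as many stepwise genes and 4 as many list calls. These relabellings also move CHR libraries into the later stages, so that the large difference between CHR and lesions enters them (late genes up to 6135, list calls with a median of 18 against 26), and for late genes they are no reference without change. With CHR kept and PAP and SCC exchanged within mice, 20 of 64 ways, the real one included, gave as many late genes and 40 of 64 as many stepwise genes. Among the 20 ways that exchange 3 mice, 6 gave as many late and 11 as many stepwise genes. The sizes of these 2 classes are therefore not above what such exchanges give, although only 4 of 100 relabellings gave as many stepwise genes.

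Trends with GC content and gene length are argued against as the whole cause of the calls. Removing each library's trend left 7644 calls in PAP vs CHR and 915 in SCC vs PAP.

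Genes induced by low oxygen (Pgf, Vegfa, Car9) were among the largest decreases in SCC vs PAP. A separate list of 28 hypoxia genes, 27 of them expressed in irradiated skin, was lower in SCC than in PAP by -0.42 ± 0.17 on the log2 scale (mean ± SD, n = 6, higher in 0 of 6 mice, two-sided exact permutation p 0.0312). Its camera adjusted p was 4.25e-07, with 0.02 under fry and 0.113 with an estimated correlation, and it was higher in PAP than in CHR by 1.18 in 6 of 6 mice. A stronger response to low oxygen in papillomas may account for this. A second candidate explanation is fewer keratinocytes in carcinoma libraries. A general keratinocyte list of 20 genes, all 20 expressed in irradiated skin, was higher in PAP than in CHR by 1.01 in 6 of 6 mice, close to the hypoxia list, and changed by -0.57 ± 0.53 in SCC vs PAP (higher in 0 of 6 mice, exact p 0.0312), which is no smaller than the fall of the hypoxia list (difference 0.15 ± 0.49, exact p 0.531).

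The lower CIN70 score in SCC than in PAP was within the spread. It may also follow from fewer keratinocytes, since the keratinocyte list changed by -0.57 and the CIN70 score did not fall further (difference 0.31 ± 0.73, 4 of 6 mice above 0, exact p 0.344). Fewer keratinocytes alone, with every other tissue raised alike, is argued against for both patterns. The 6 lists of other tissues rose from PAP to SCC by 0.33 (sebaceous) to 2.91 (skeletal muscle), a range of 2.58. The variance of the 6 mean changes had a permutation p of 0.00056 over 100000 permutations of the lists within mice. The scale compresses low expression, so lists at different levels need not change alike even then. The muscle, adipocyte and T cell lists had near levels in PAP (6.76, 6.72 and 6.86) and rose by 2.91, 0.69 and 0.35. A change in these other tissues stays open. Differences between papilloma and carcinoma cells themselves were not tested, because each library mixes cell types.

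Recovered depth, which counts reads assigned to the genes kept in the table and not sequenced read pairs, had a median of 18.9 M reads per library. That is lower than the value quoted from the study above.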
